A study of Mus musculus with 6 samples. Its data were reported in "Extracellular Vesicle Secretion by Leukemia Cells In Vivo Promotes CLL Progression by Hampering Antitumor T-cell Responses" (2022).

How the data were processed

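Gene expression was measured in CD5+CD19+ leukemic B cells sorted by flow cytometry from mouse spleens of 2 genotypes, with 3 samples each. TCL1 denotes Eµ-TCL1 mice, which carry a human TCL1 transgene expressed in B cells and develop a disease resembling chronic lymphocytic leukemia (CLL). TCL1-RAB27DKO denotes the same model carrying a Rab27a splice-site mutation (ashen) on both alleles together with a deletion of Rab27b. Libraries were made from total RNA with a QuantSeq 3′ forward kit with unique molecular identifiers (UMIs), so each transcript is read near its 3′ end, and the count per gene does not scale with transcript length.

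The deposited table held whole-number counts per gene that the authors had obtained from single-end reads, with no normalization. The submitters' processing notes name FastQC, cutadapt 2.10, STAR 2.5.3a, UMI-tools 1.0.0 and featureCounts of Subread 2.0.0, with the mouse genome build GRCm38. UMI collapse means that a count stands for a distinct molecule rather than for a PCR copy. The annotation release, the strand setting and the handling of reads that map to several genes were not given in the sources used here, nor was it stated whether libraries of both genotypes were prepared and sequenced together. Genes that share sequence with a copy, and overlapping or antisense genes, are therefore uncertain.

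The table had 55367 genes, of which 33204 had no count in any library. Total counts ranged from 2110987 to 5722668 per library. Gene symbols were matched to GENCODE M21 on GRCm38, where 53252 matched directly, 403 matched through an older symbol, 112 were ambiguous and 1600 had no match. For each gene, the last 300 nt of its annotated transcripts were cut into all 40-nt words. The share of these words found anywhere in the transcripts of another gene, on either strand, was taken as a measure of possible read sharing ("shared 3′ sequence").

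Groups and replicate numbers came from the sample labels. The labels describe separate samples without naming an animal for each, so the p-values measure the spread between these samples. TCL1-RAB27DKO was compared with TCL1 with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with trimmed mean of M values (TMM) normalization, robust dispersion and Benjamini-Hochberg adjustment over all genes tested. Genes with at least 5 counts in at least 3 libraries were tested, which left 12671. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change over 1, the thresholds of the study's methods. Those methods name edgeR for one kind of sample and NOISeq for another, and NOISeq was not run. Fold changes are TCL1-RAB27DKO against TCL1, their standard errors (SE) follow from the F statistic, and CPM values use TMM-scaled library sizes. Where all 3 libraries of a group had 0 counts, the fold is a lower bound against 3 counts over the group, equal to 0.179 CPM in TCL1 and 0.364 CPM in TCL1-RAB27DKO. Where a group had 1 to 3 counts, the ratio of pooled counts is given with its 95% interval. Such bounds and intervals cover counting error only.

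The design, the thresholds, 35 gene lists and the rule for naming genes were fixed before the data were examined. The rule took Rab27a and Rab27b; the 12 genes with the largest and the 12 with the smallest log2 fold change among called genes whose groups did not overlap and whose mean CPM was at least 5, leaving out immunoglobulin, T-cell receptor, sex-linked, unnamed and numbered genes; the 6 genes the study named; and up to 4 passing members of each list, or 2 as values where none passed. The lists covered vesicle formation and secretion (ESCRT machinery and exosome biogenesis, tetraspanins, RAB GTPases, RAB27 effectors and regulators, secretory pathway, lysosome, autophagy), signalling and leukemia biology (NF-κB targets, Myc targets, Wnt/β-catenin targets and components, B-cell receptor signaling, B-1 and CLL phenotype, follicular B-cell identity, immune checkpoint ligands, MHC class I, MHC class II, interferon-stimulated genes, p53 targets, proliferation), cell state (unfolded protein response, glycolysis, oxidative phosphorylation, cytosolic ribosomal proteins, mitochondrially encoded mRNA, immediate-early response), markers of other spleen cells (T cells, NK cells, macrophages, neutrophils, erythroid cells, megakaryocytes, plasma cells, stromal cells), sex-linked genes and the genes named by the study. The 32 lists with at least 5 tested members were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, and again with an estimated correlation and with fry, with adjustment over the lists. Members of a list were counted at an adjusted p under 0.05 without the fold cutoff, and counts with the cutoff are given beside them where they differ.

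Genes within 10 Mb of Rab27a or Rab27b were compared with all others by Fisher's exact test, 2-sided. Immunoglobulin variable segments were described per library with Wilson 95% intervals. The edgeR script was tested on 3 simulated data sets with 200 changed genes and a median of 12283 genes tested. It recovered 15.6% of the genes changed 2-fold and 67.0% of those changed 4-fold. Of the genes at an adjusted p under 0.05, without the fold cutoff, 10.4% had not been changed, above the nominal 5%. These rates belong to the simulated number of changed genes and were not measured for other numbers.

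Alternatives fixed in advance were other size factors, other filters on low counts, DESeq2 1.42.0, limma-voom, the replicate number as a block, and leaving out each library in turn over the same tested genes. Fits restricted to protein-coding genes without shared 3′ sequence, with an offset depending on GC content, without RNA classes that lack a poly(A) tail, and after thinning all libraries to the lowest total were chosen after the fit had been seen, as were the patterns weighed at the end.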

Results

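Transcripts were counted in CD5+CD19+ leukemic B cells from the spleens of TCL1 mice (n = 3 samples) and TCL1-RAB27DKO mice (n = 3 samples), in which 2 GTPases that dock vesicles at the plasma membrane are inactivated. The TCL1 libraries held 4528085, 4558814 and 5722668 counts for replicates 1 to 3, and the TCL1-RAB27DKO libraries held 3657611, 3572539 and 2110987. A count was found for 16640, 17801 and 17978 genes in TCL1 and for 16167, 15512 and 14598 genes in TCL1-RAB27DKO. The TCL1-RAB27DKO libraries were thus shallower, with a mean total of 3113712 against 4936522. Pearson correlations of log2 CPM were 0.927 to 0.974 within TCL1, 0.928 to 0.947 within TCL1-RAB27DKO and 0.852 to 0.908 between genotypes. Principal component 1 carried 50.2% of the variance and separated the genotypes, and component 2 carried 20.5%.

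The targeted genes were examined before all others. Rab27a (chromosome 9, 73044854 to 73097629, GRCm38) was present at 3.81 ± 1.22 CPM (SD, n = 3) in TCL1-RAB27DKO and at 7.08 ± 0.59 CPM in TCL1, with no overlap between the libraries. Its log2 fold change of -0.86 ± 0.396 (SE) did not pass in edgeR (adjusted p = 0.19). Rab27b (chromosome 18, 69979131 to 70141605) had 0 counts in every TCL1-RAB27DKO library and 0, 1 and 2 counts in the TCL1 libraries, so both groups lay at or under the floor of 3 counts and no fold can be given. The ashen allele alters splicing of Rab27a while reads come from the 3′ end, and Rab27b was barely detected in TCL1, so neither gene checks the labels.

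The comparison of genotypes asked how leukemic cells from TCL1-RAB27DKO mice differ in gene expression from those of TCL1 mice. The mutations came by breeding, so other cells of these mice carried them too. The paper also reports that leukemia progressed with a marked delay in TCL1-RAB27DKO mice. The sample labels give no age or disease stage at collection. Effects of the host or of disease course were therefore not separated from effects of impaired vesicle release by the leukemic cells. Among genes that met the naming rule, the largest rise was in Snx31, a sorting nexin of the endosomal pathway. Snx31 had no count in TCL1 and 81.0 ± 93.0 CPM in TCL1-RAB27DKO, at least 517-fold higher (edgeR adjusted p = 0.0241). Jhy, Vill and Klk1b22 also had no count in TCL1 and were at least 74.8-fold, 65.3-fold and 60.5-fold higher. TCL1-RAB27DKO replicate 1 held 626 of the 761 counts of Snx31, 82 of 110 of Jhy and 75 of 96 of Vill, and without it these genes were at least 154-fold, 31.9-fold and 23.9-fold higher. Fam241b (log2 fold change 6.09), Crtam (6.06), Cd3e (5.72), Nectin2 (5.58), Tnfsf15 (5.13), Cd3g (4.82) and Sash1 (4.56) rose as well, and Sh2d1b1 had a pooled ratio of 134 (36.2 to 1110), or 35.9 without TCL1-RAB27DKO replicate 1, which held 110 of its 131 counts. The same library held 164 of the 214 TCL1-RAB27DKO counts of Cd3e, 134 of 178 of Tnfsf15 and 164 of 244 of Nectin2. Over the alternatives the lowest log2 fold changes of these genes were 4.54, 4.04 and 4.34. Crtam encodes a lymphocyte surface receptor, Nectin2 a ligand of T and NK cell receptors, Tnfsf15 a cytokine of the TNF family, and Cd3e and Cd3g chains of the T-cell receptor complex. Jhy, Crtam, Cd3g and Cd3e lie within one stretch of chromosome 9 (40894849 to 45009627).

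In the opposite direction, Zfp503, a zinc finger regulator of transcription, fell from 11.7 ± 3.36 CPM in TCL1 to no count, at least 31.2-fold lower (edgeR adjusted p = 0.00453). Rbm8a2 had a pooled ratio of 63.3 (17.3 to 525) in favour of TCL1. Falls were also seen for the protease gene Prss23 (log2 fold change -5.19), the interferon-inducible Ifi213 (-4.78), the phosphatase gene Acp1 (-4.72), the pseudogene Rps3a3 (-4.67), the kinase gene Plk2 (-4.64), Chdh (-4.39), Usp50 (-4.31), the nuclear receptor gene Nr4a2 (-4.15), Fam174b (-3.93) and Nav2 (-3.53). Shared 3′ sequence was 39.9% for Klk1b22, 50.7% for Prss23, 73.9% for Acp1, 57.1% for Rps3a3 and 33.3% for Chdh, which leaves their counts uncertain.

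**Figure D1:**
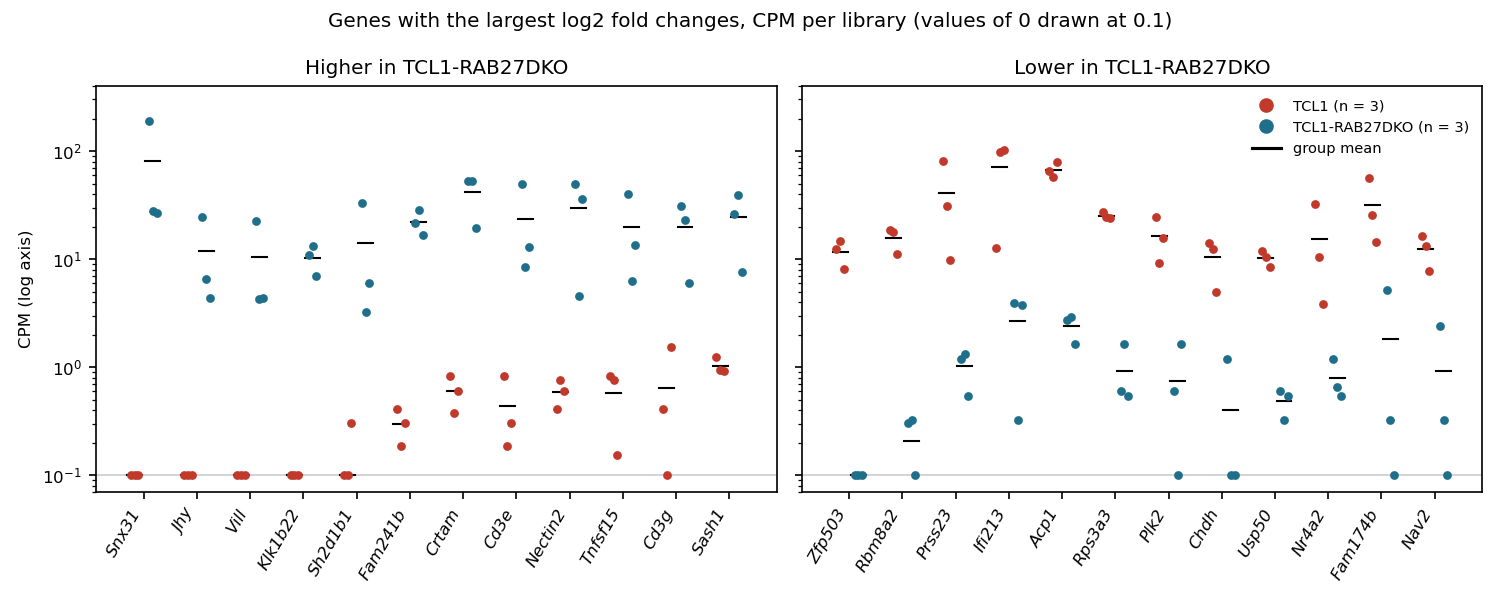
CPM per library (log axis, values of 0 drawn at 0.1) of the 12 genes with the largest rise and the 12 with the largest fall in TCL1-RAB27DKO (n = 3) against TCL1 (n = 3), points standing for libraries and lines for group means. Both sets were taken among genes that met the naming rule. The groups did not overlap for any gene drawn, although Snx31 varied widely in TCL1-RAB27DKO (81.0 ± 93.0 CPM).

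In all, 1012 of 12671 genes passed the threshold, 498 higher and 514 lower in TCL1-RAB27DKO, and groups did not overlap for 1010 of them. Without the fold cutoff 1403 genes passed, 753 higher and 650 lower. Over all genes tested, 35% had groups that did not overlap, where chance gives 10%. Protein-coding genes made up 640 of the calls, with 399 higher and 241 lower. None of the calls was an immunoglobulin or T-cell receptor gene. The number of calls depended on single libraries: 220 genes passed without TCL1 replicate 2, 538 without TCL1-RAB27DKO replicate 2 and 548 without TCL1 replicate 3. With protein-coding genes free of shared 3′ sequence alone, 234 of 6019 genes passed.

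RNA classes other than mRNA differed between the genotypes. A ribosomal RNA locus (CT010467.1) took 8.47% ± 1.37 (SD, n = 3) of counts in TCL1-RAB27DKO and 1.35% ± 0.226 in TCL1, small nucleolar and Cajal body RNAs took 0.207% ± 0.0975 and 0.0445% ± 0.00628, and mitochondrial tRNAs took 0.102% ± 0.0144 and 0.0354% ± 0.0146. Of 54 snoRNA genes tested 20 rose and 1 fell past the threshold, and 10 of 13 mitochondrial tRNAs rose. snRNA genes went both ways, with 3 of 44 higher and 7 lower, and 2 of 3 rRNA genes were higher. Processed pseudogenes, the intronless copies of mRNAs, took 0.185% ± 0.00455 against 0.598% ± 0.0329. Of 432 tested, 190 fell and 10 rose past the threshold, with a median log2 fold change of -2.13, and they made up 37% of the genes called lower. Long intergenic and antisense RNAs split evenly, with 20 higher and 22 lower among 492.

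**Figure D2:**
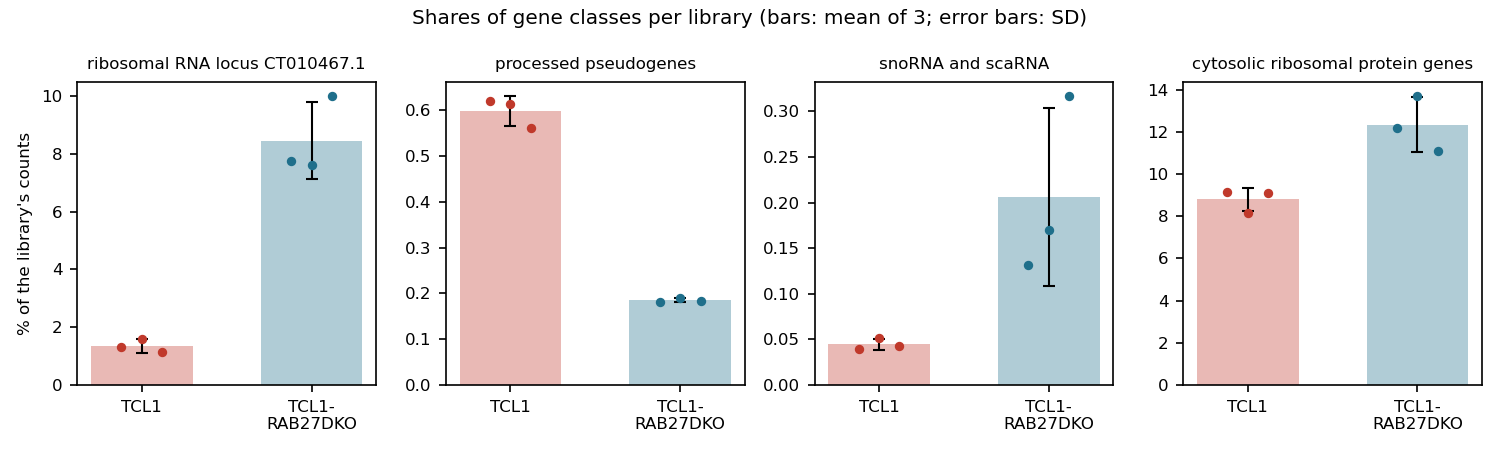
Share of each library's counts (%) taken by a ribosomal RNA locus, processed pseudogenes, small nucleolar and Cajal body RNAs, and genes of cytosolic ribosomal proteins (bars, mean of 3 libraries; error bars, SD; points, libraries). The ribosomal RNA locus took 8.47% in TCL1-RAB27DKO and 1.35% in TCL1, and pseudogenes 0.185% and 0.598%.

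Genes of vesicle trafficking were considered next, since RAB27 proteins act in vesicle release. Among the 6 genes that the study named, Bet1, a SNARE of transport between endoplasmic reticulum and Golgi, fell from 28.2 ± 4.04 to 9.53 ± 2.37 CPM (log2 fold change -1.54 ± 0.273, edgeR adjusted p = 0.0133). The SNARE gene Vamp1 fell by 1.92 ± 0.382 on the log2 scale (edgeR adjusted p = 0.0198), and the late endosomal GTPase gene Rab7 fell by 1.04 ± 0.19 (edgeR adjusted p = 0.0147). Lamp2, a lysosomal membrane protein, had 124 ± 38.8 CPM against 274 ± 108 and missed the threshold (log2 fold change -1.14, edgeR adjusted p = 0.0555). Scamp1, a secretory carrier membrane protein, had 8.75 ± 8.11 CPM against 33.1 ± 10.6 and did not pass either (log2 fold change -1.85, edgeR adjusted p = 0.17), with 0 counts in TCL1-RAB27DKO replicate 3. For all 6 genes, Snx31 included, the groups did not overlap. As a list, these genes had 1 member higher and 3 lower, or 1 and 5 adjusted over the list alone, and the list was called lower (camera adjusted p = 0.043), but its median log2 fold change was -1.34 while its mean was 0.65. The call did not hold with an estimated correlation (camera adjusted p = 0.62 with an estimated correlation), and the list was chosen by the study on these samples, so neither count is independent evidence of its direction. Over the alternatives the adjusted p of Lamp2 lay between 0.000641 and 0.136, passing with DESeq2 (adjusted p = 0.00887).

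**Figure D3:**
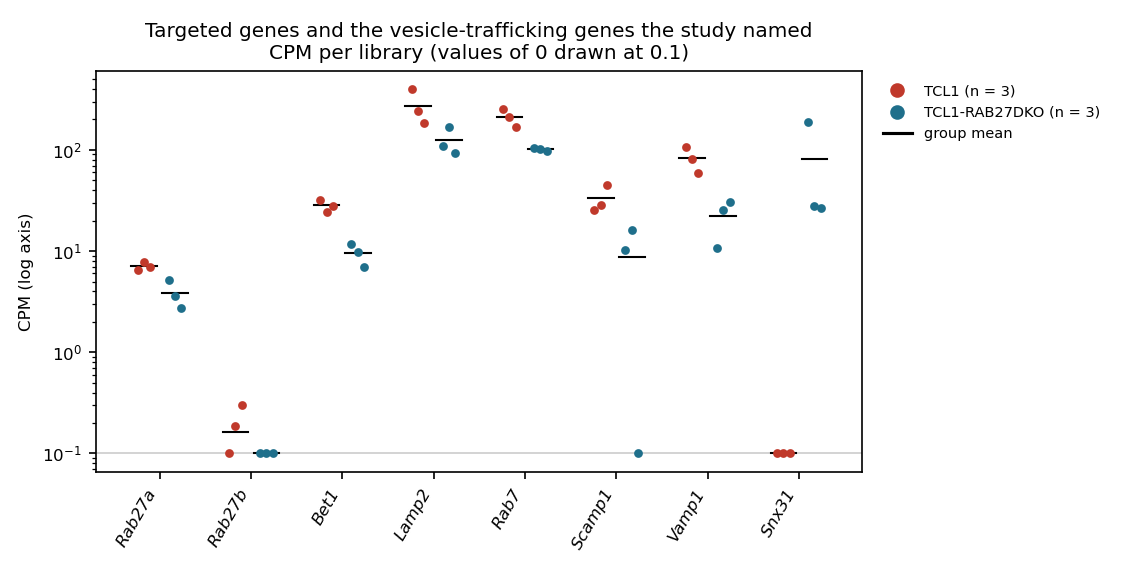
CPM per library (log axis, values of 0 drawn at 0.1) of Rab27a, Rab27b and 6 vesicle-trafficking genes in TCL1 (n = 3) and TCL1-RAB27DKO (n = 3), points standing for libraries and lines for group means. Bet1, Lamp2, Rab7, Scamp1 and Vamp1 sit lower in every TCL1-RAB27DKO library, and Snx31 was counted in TCL1-RAB27DKO alone.

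The secretory pathway list was not called in either direction. Here and below, a list member rose or fell if its edgeR adjusted p was under 0.05, whatever its fold. Of 90 tested members, 3 rose (Ap2b1, Yif1a and Vamp8) and 4 fell (Bet1, Gga3, Sec23a and Vamp4), or 2 and 4 adjusted over the list alone, with a median log2 fold change of -0.05 (camera adjusted p = 0.69); with the fold cutoff Bet1, Gga3 and Sec23a remained. Gga3, an adaptor for sorting from the Golgi to lysosomes, fell by 1.26 and the COPII coat gene Sec23a fell by 1.14. Among 39 ESCRT and exosome biogenesis genes, Chmp2a (log2 fold change 1.09), Mvb12a (1.18) and Stam2 (1.07) rose, whereas Chmp2b (-1.06) and Rala (-0.80) fell (camera adjusted p = 0.81 for the list). The same 5 passed adjusted over the list alone, and all but Rala with the fold cutoff. In the RAB GTPase list Rab8a (0.83) rose and Rab7 (-1.04), Rab24 (-0.90) and Rab10 (-0.65) fell among 35 tested, as they did adjusted over the list alone (camera adjusted p = 0.68), and Rab7 alone passed with the fold cutoff. Of 11 RAB27 effectors and regulators Tbc1d10b, a RAB27 GTPase-activating protein, rose by 0.83, under the fold cutoff, and no other passed, over all genes or adjusted over the list alone (camera adjusted p = 0.41). Tspan31 was the only one of 15 tetraspanins to pass, with 25.3% shared 3′ sequence; 3 were higher and 1 lower adjusted over the list alone (camera adjusted p = 0.56, mean 0.17 and median -0.09). In the lysosome list Psap (1.64), Ctsa (1.29) and Ctsz (1.25) rose and the proton pump genes Atp6ap2 (-1.25) and Atp6v1d (-1.04) fell among 46 tested, with the same counts adjusted over the list alone (camera adjusted p = 0.77). Atg4a (-1.49), Atg5 (-0.89), Atg12 (-0.88) and Atg3 (-0.80) fell, and Gabarap (0.80) and Map1lc3a (1.87) rose, among 33 autophagy genes, again with 2 and 4 adjusted over the list alone, and Atg4a and Map1lc3a alone passed with the fold cutoff. That list was not called by camera (adjusted p = 0.35) but was called lower by fry (adjusted p = 0.037).

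NF-κB target genes were called higher as a list. Of 55 tested members 11 rose (10 with the fold cutoff) and none fell, with a median log2 fold change of 0.51 (camera adjusted p = 0.00016); adjusted over the list alone 21 rose and 2 fell. The call did not hold when the correlation between genes was estimated (camera adjusted p = 0.57 with an estimated correlation). The NF-κB inhibitor gene Tnfaip3 rose from 6.02 ± 0.573 to 26.2 ± 13.2 CPM (log2 fold change 2.13 ± 0.389, edgeR adjusted p = 0.0148), and Traf1 (1.69), Zfp36 (1.19) and Bcl3 (1.12) rose with it. Myc target genes were called higher as well, with 11 of 63 members higher and none lower (3 with the fold cutoff; 12 and 1 adjusted over the list alone) and a median of 0.43 (camera adjusted p = 0.00019; adjusted p = 0.6 with an estimated correlation). Grwd1 (1.38), Fbl (0.97), Ddx21 (0.92) and Nolc1 (0.79) were among them, and Myc itself rose from 17.3 ± 3.16 to 60.1 ± 34.2 CPM (1.80 ± 0.428, edgeR adjusted p = 0.0346). Wnt/β-catenin genes moved both ways, with Trp53 (3.37), Myc, Kat2a (1.46) and Rbpj (0.95) higher and Tcf7 (-2.96) and Lgr5 lower among 42 tested, the same 4 and 2 adjusted over the list alone and all but Rbpj with the fold cutoff. Lgr5 had no count in TCL1-RAB27DKO and was at least 5.88-fold lower. That list was not called (camera adjusted p = 0.57), and its median of 0.02 and mean of -0.06 differed in sign.

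Immune checkpoint ligands and immunosuppressive molecules were higher as a list, with 5 of 30 tested members higher and none lower (9 and 0 adjusted over the list alone; median 0.36, camera adjusted p = 0.026). The list was not called with an estimated correlation (camera adjusted p = 0.64 with an estimated correlation), over genes free of shared 3′ sequence (0.14), without TCL1-RAB27DKO replicate 1 (0.11) or by fry (0.13), within 0.0028 to 0.64 over the alternatives. The 5 genes were Nectin2 (5.58), the checkpoint receptor gene Pdcd1 (2.46), the cytokine subunit gene Ebi3 (1.36), the amino acid oxidase gene Il4i1 (1.21) and Cd52 (1.05), and 74.5% of the 3′ sequence of Il4i1 was shared. Genes of the B-1 and CLL phenotype had a median of 0.48 over 26 tested (camera adjusted p = 0.026; adjusted p = 0.57 with an estimated correlation and 0.19 over genes free of shared 3′ sequence, within 0.019 to 0.57 over the alternatives), but the integrin gene Itgam (2.87) was its single passing member, over all genes or adjusted over the list alone. In B-cell receptor signaling, the receptor chains Cd79a (2.46 ± 0.322, edgeR adjusted p = 0.00436) and Cd79b (0.84 ± 0.172, edgeR adjusted p = 0.0213) rose among 39 tested, the same 2 adjusted over the list alone, and the list was called higher by fry (adjusted p = 0.037) but not by camera (adjusted p = 0.14). Cd74 and H2-Ab1 rose among 14 MHC class II genes, likewise adjusted over the list alone (median 0.64, camera adjusted p = 0.057). Calr and H2-T23 rose among 23 MHC class I genes, where 4 were higher and 1 lower adjusted over the list alone (camera adjusted p = 0.16). Btg1 (1.96) and Klf2 (0.91) rose among 24 follicular B-cell genes, and the same 2 adjusted over the list alone (camera adjusted p = 0.18). Of the genes of these last 4 lists, Cd79a, H2-T23 and Btg1 passed with the fold cutoff, whereas Cd79b, Cd74 (0.94), H2-Ab1 (0.93), Calr (0.98) and Klf2 did not.

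Genes of protein synthesis and energy metabolism included many that rose. Of 81 cytosolic ribosomal protein genes 44 rose and 2 fell (28 and 2 with the fold cutoff; 60 and 3 adjusted over the list alone), with a median of 0.90 (camera adjusted p = 1.5e-20; adjusted p = 0.6 with an estimated correlation). Rpl10a (2.73), Rps16 (2.33) and Rpl41 (1.54) rose, with 49.45%, 48.25% and 34.22% shared 3′ sequence. Rpl21 fell by 2.30 along with Rps3a3, a pseudogene that the symbol pattern had placed in the list. The list was not tested over genes free of shared 3′ sequence, where too few members remained. Together the cytosolic ribosomal protein genes took 12.4% ± 1.32 of counts in TCL1-RAB27DKO and 8.81% ± 0.552 in TCL1, and they have many pseudogene copies, a class that was lower in the same libraries. Glycolysis genes were called higher (5 of 21 higher, 4 with the fold cutoff, 6 adjusted over the list alone, median 0.50, camera adjusted p = 0.01; adjusted p = 0.6 with an estimated correlation), with Gapdh (4.21), Gpi1 (1.31), Tpi1 (1.31), Eno1 (1.13) and Aldoa (0.92). Shared 3′ sequence reached 53.1% for Gapdh, 52.5% for Eno1 and 35% for Gpi1, and the list was not called over genes free of it (camera adjusted p = 0.26, within 0.00074 to 0.6 over the alternatives). Oxidative phosphorylation had 9 of 69 members higher, led by Atp5d (1.52), Atp5e and Ndufa11 (1.02), and Cox6c (-0.96), Ndufa5 (-0.96) and Uqcrb (-0.94) lower (5 higher with the fold cutoff; 10 and 3 adjusted over the list alone, camera adjusted p = 0.056). None of 7 mitochondrially encoded mRNAs passed in edgeR, mt-Nd2 having a log2 fold change of 0.82 and mt-Nd4 of 0.44; 2 were higher at an unadjusted p under 0.05 and 1 adjusted over the list alone (camera adjusted p = 0.28).

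Proliferation genes had 3 of 51 members higher, Kif20a (1.56), Rrm1 (1.16) and Dut (0.87, under the fold cutoff), and the same 3 adjusted over the list alone (camera adjusted p = 0.14). Trp53 rose from 8.52 ± 1.44 to 88.7 ± 12.9 CPM (3.37 ± 0.229, edgeR adjusted p = 0.000352), yet among 27 p53 target genes the other passing members fell, namely Plk2 (-4.64), Ccng1 (-1.20) and Mdm2 (-0.87), with 1 higher and 4 lower adjusted over the list alone (camera adjusted p = 0.81). Ly6e (0.96) rose and Slfn5 (-2.23), Gbp4 (-1.66) and Cmpk2 (-1.56) fell among 46 interferon-stimulated genes, as they did adjusted over the list alone (camera adjusted p = 0.16). The unfolded protein response had 4 of 31 members higher (Ppp1r15a, Pdia4, Edem2 and, under the fold cutoff, Calr) and Dnajc3 (-0.90) and Atf4 (-0.73) lower, the same counts adjusted over the list alone, with a negative median of -0.11 beside a positive direction in camera (adjusted p = 0.85). In the immediate-early list 7 of 29 rose (6 with the fold cutoff), Jund (1.17), Klf2 and Zfp36 among them, and Hspa8 (-3.39), Nr4a2 and Hsph1 fell (8 and 5 adjusted over the list alone; median 0.10, mean -0.09, camera adjusted p = 0.46). The heat shock gene Hspa8 shared 77.7% of its 3′ sequence, and Gm15459, a pseudogene whose 3′ sequence is entirely shared, rose by 5.40. Members named to complete a count of 5 or fewer outside the naming rule (Vamp8, Sec23a, Vamp4, Rala, Atp6ap2, Gabarap, Map1lc3a, Lgr5, Ebi3, Tpi1, Ndufa5, Uqcrb, Rpl21, Dnajc3, Atf4 and Hsph1), and Gm15459, were chosen after their values were seen.

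Of the markers of other spleen cells, plasma cell genes alone were called as a list. They were called lower, with Ell2 (-1.24) and Eaf2 (-1.88) lower among 12 tested and 3 lower adjusted over the list alone (median -1.09, camera adjusted p = 0.038; adjusted p = 0.71 with an estimated correlation). The call also ended without TCL1 replicate 3 (camera adjusted p = 0.24, median -0.60), without TCL1-RAB27DKO replicate 1 (0.11), with filterByExpr (0.058) and by fry (0.2), within 1.3e-05 to 0.71 over the alternatives. In the T-cell list Cd3e and Cd3g rose while Tcf7 (-2.96) and Cd27 (-2.76) fell among 14 tested (3 and 5 adjusted over the list alone), with a median of -1.20 (camera adjusted p = 0.73). The cytotoxic granule gene Gzma fell by 2.90, one of 4 NK cell genes tested (1 higher and 2 lower adjusted over the list alone). Among 23 macrophage genes Adgre1 (3.71) rose and Lyz2 (-1.55) fell, likewise adjusted over the list alone (camera adjusted p = 0.46). TCL1-RAB27DKO replicate 1 held 180 of the 238 counts of Adgre1 in that genotype. Adgre1 did not pass in 10 of 21 alternatives and Lyz2 in 7 of 20. None of 10 erythroid genes passed in edgeR, over all genes or adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05 (camera adjusted p = 0.13). The erythroid list depended on single libraries, being called lower without TCL1 replicate 3 (camera adjusted p = 0.00081, median -2.01) but not without TCL1 replicate 2 (0.62, median -0.4), within 0.00081 to 0.9 over the alternatives; Hbb-bs had 193 ± 78.9 CPM against 1230 ± 1270, and Alas2 4.55 ± 3.01 against 28.3 ± 38.5. None of 5 neutrophil genes, 4 megakaryocyte genes and 3 stromal genes passed in edgeR, even at an unadjusted p under 0.05 (camera adjusted p = 0.81 for neutrophils). Their log2 fold changes were 1.43 for Cxcr2, -1.05 for S100a8, -0.55 for Itga2b, 1.02 for Itgb3, -0.44 for Sparc and -0.02 for Pecam1.

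Of 5 sex-linked genes tested Xist rose (log2 fold change 3.41, edgeR adjusted p = 0.0327) and no other passed, over all genes or adjusted over the list alone (camera adjusted p = 0.77). Xist stood at 982, 1000 and 278 CPM in TCL1-RAB27DKO replicates 1 to 3 and at 35.4, 32.9 and 144 CPM in the TCL1 replicates. The Y-linked gene Ddx3y stood at 0, 0 and 142 CPM and at 35.6, 29.9 and 33.2 CPM in the same order. Without TCL1-RAB27DKO replicate 3 the sex-linked list was called lower (camera adjusted p = 0.00078, median -4.9, within 0.00078 to 0.91 over the alternatives). The labels give no sex, and the methods of the study state that mice of both sexes were used, with sex matched inside each experiment and no effect of sex noted. The TCL1-RAB27DKO libraries with Xist at 982 and 1000 CPM held no Ddx3y. The library with Xist at 278 CPM and all TCL1 libraries held it. Y-linked expression was thus not balanced between the groups, which may differ in sex. TCL1-RAB27DKO replicate 3 and every TCL1 library held both Xist and Ddx3y, so these libraries could not be assigned to 1 sex. The origin of this mixed signal was not tested. Sex is not given per sample, so neither the rise of Xist nor the other genotype calls were separated from such a difference.

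**Figure D4:**
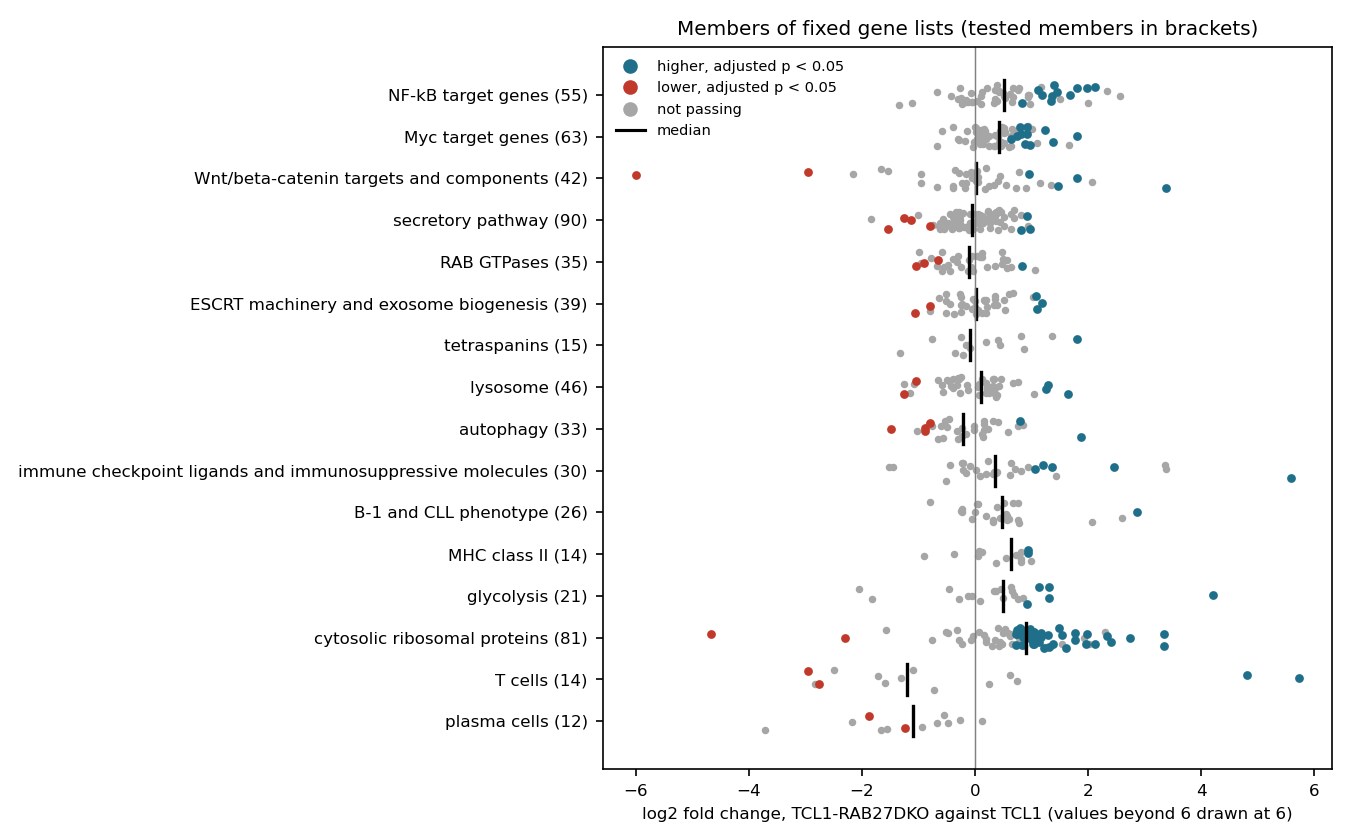
Log2 fold change (TCL1-RAB27DKO against TCL1, n = 3 each, values beyond 6 drawn at 6) of the tested members of 16 gene lists, points standing for genes, coloured where the edgeR adjusted p was under 0.05, and lines for medians. Ribosomal protein genes had a median of 0.90, NF-κB targets 0.51 and secretory pathway genes -0.05.

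Over the 32 lists tested, camera called 6 higher and 2 lower at the preset correlation, and 0 with an estimated correlation, where 2 lists had an unadjusted p under 0.05; fry called 7. Other divisions of the 6 libraries into groups of 3 gave 6 to 15 calls by camera at the preset correlation. Cytosolic ribosomal proteins were called in 7 of 9 other divisions, Myc targets in 6, plasma cells in 5 and checkpoint ligands in 4. NF-κB targets and glycolysis were each called in 3, the genes named by the study in 2 and the B-1 and CLL phenotype in 1. These divisions mixed the genotypes, and calls were counted in either direction.

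Immunoglobulin variable segments were described per library, because leukemias of this model usually arise from single clones. Reads of heavy-chain segments were few, between 3 and 57 per library. The libraries read transcripts near the 3′ end, so these counts need not represent the expressed receptor. No clone was inferred from them. Ighv11-2 took 51 of 53 in TCL1-RAB27DKO replicate 1 (96.2%, Wilson 95% interval 87.2 to 99.0), 29 of 33 in TCL1 replicate 2 and 46 of 57 in TCL1 replicate 3. Ighv1-55 led in TCL1-RAB27DKO replicate 2 (13 of 23) and TCL1 replicate 1 (3 of 3), and Ighv2-6-8 took 5 of 11 in TCL1-RAB27DKO replicate 3, tied with another segment. Among κ segments Igkv2-109 led in all 3 TCL1 libraries, from 34.6% to 50.8%, and in TCL1-RAB27DKO replicate 3 (62.5%), whereas Igkv14-126 (29.1%) and Igkv9-129 (49.2%) led in the other TCL1-RAB27DKO libraries. Iglv1 led in every library except TCL1 replicate 1, where Iglv3 took 8 of 16, and tied in TCL1-RAB27DKO replicate 3 at 10 of 21. Ighm was the leading heavy-chain constant gene in all 6 libraries, at 4180 ± 745 CPM in TCL1-RAB27DKO and 4450 ± 1210 CPM in TCL1 (log2 fold change -0.09, edgeR adjusted p = 0.84).

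The regions around the targeted genes were compared with the rest of the genome, because alleles carried from other strains bring flanking variants. Within 10 Mb of Rab27a 11 of 110 tested genes were called (10%) against 7.92% elsewhere (odds ratio 1.29, 0.622 to 2.42, Fisher's exact p = 0.378, adjusted 0.756). Within 10 Mb of Rab27b 6 of 83 were called (7.23%) against 7.95% (odds ratio 0.903, 0.321 to 2.06, Fisher's exact p = 1, adjusted 1). An enrichment near either gene was not detectable with these numbers, and neighbouring genes are not independent replicates.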

Values the study reported

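In its methods, the study removed genes having fewer than 5 counts and called differential expression at an FDR below 0.05 with a log2 fold change cutoff of 1. For leukemic cells lacking RAB27A and RAB27B it described lower expression of a protein secretion gene set and of Bet1, Lamp2, Rab7, Scamp1 and Vamp1, higher expression of Snx31, and enrichment of Wnt/β-catenin, NF-κB and Myc target sets. The set results came from a preranked gene set enrichment analysis. The lists above were written separately and tested with camera. A list that was not called here therefore does not repeat or contradict the result for the study's set.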

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

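The fits on genes without shared 3′ sequence, with a GC-dependent offset, without RNAs lacking a poly(A) tail and after thinning were chosen after the data were seen. Against 1012 genes past the threshold, the other size factors, filters, tests and these fits gave 829 to 1426, apart from 234 on genes without shared 3′ sequence, where 6019 genes were tested. With no filter on low counts 42% of calls were higher, against 49.2% in the main fit. The share was 40.5% without TCL1 replicate 2 and 59.8% on genes without shared 3′ sequence. With the replicate number as a block 232 genes passed (101 higher and 131 lower), with or without the fold cutoff. Samples with the same number deviated against each other (correlations -0.266, -0.234 and -0.16), while other pairs between genotypes ranged from -0.168 to 0.315. With so few samples these correlations cannot decide whether the numbers pair the samples. Leaving out 1 library gave 220 to 914 genes past the threshold and 220 to 1112 without the fold cutoff, with 220 without TCL1 replicate 2; the cause was not tested beyond the smaller number of samples. Without the fold cutoff, 1403 became 2131 with no filter and 337 on genes without shared 3′ sequence. Of 104 passing named genes, 20 still passed without TCL1 replicate 2, 31 with the block, 91 with limma-voom and 104 with DESeq2, and none turned direction. These genes were chosen for passing in the same data, which made a turn of direction unlikely. Their kept direction is therefore not independent support. Snx31 missed the threshold in 4 of 21 alternatives, up to an adjusted p of 0.215 with no filter, and Bet1 (0.0602), Rab7 (0.0682) and Vamp1 (0.0918) missed it with the block and without TCL1 replicate 2, Vamp1 also without TCL1-RAB27DKO replicate 2 (0.056).

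Against 8 lists called, an estimated correlation gave 0, genes without shared 3′ sequence 3, and leaving out 1 library 5 (without TCL1-RAB27DKO replicate 1) to 11. The fit on genes without shared 3′ sequence tested 27 lists. Cytosolic ribosomal proteins and the genes named by the study had too few members left there to be tested. NF-κB targets lost their call under an estimated correlation alone (camera adjusted p 6.6e-06 to 0.57 over 16 alternatives), as did Myc targets (2.7e-05 to 0.6). Plasma cells were not called without TCL1 replicate 3 (0.24) and without TCL1-RAB27DKO replicate 1 (0.11), within a range of 1.3e-05 to 0.71, and checkpoint ligands were not called without TCL1-RAB27DKO replicate 1 (0.11), within 0.0028 to 0.64. The genes named by the study lost their call with the block (0.48) and in 6 other alternatives, within 0.013 to 0.62. Of the lists that were not called, 10 were called in at least 1 alternative, with the smallest adjusted p at 0.00023 for oxidative phosphorylation, 0.00078 for sex-linked genes, 0.00081 for erythroid cells (0.019 with the block), 0.0019 for interferon-stimulated genes, 0.0039 for mitochondrially encoded mRNA, 0.0068 for MHC class I, 0.0081 for proliferation, 0.0086 for MHC class II, and 0.037 for autophagy and B-cell receptor signaling. In 11 lists, none of them called, the direction turned in at least 1 alternative, such as proliferation without TCL1-RAB27DKO replicate 1 (median -0.29), sex-linked genes without TCL1-RAB27DKO replicate 3 (median -4.9), and Wnt/β-catenin (0.82), ESCRT and RAB GTPases on genes without shared 3′ sequence. Medians of other uncalled lists also turned sign, such as immediate-early genes (-0.08 with the GC-dependent offset) and tetraspanins (0.2 without TCL1-RAB27DKO replicate 3). Among named genes and odds ratios, values that turned sign were S100a8 (0.03 without TCL1 replicate 3, lowest -1.76), Pecam1 (0.09 without TCL1-RAB27DKO replicate 1, 0.04 without TCL1 replicate 1, 0.02 thinned, lowest -0.18), and the odds ratios near Rab27a within 20 Mb (0.995) and near Rab27b within 5 Mb (1.19). The cause was not tested. Component 1 carried 65.5% of the variance of the 500 most variable genes. Taken over all counts of a library, a leading variable segment made up 6.63e-05% to 0.00325%. Depth limits genes such as Rab27b, whose counts stay at or under the floor in both groups.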

Other observations

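The tests on T-cell markers and on the chromosome 9 segment were chosen after the result was seen, as were the patterns weighed and the genes of the next paragraph; the other predictions were written before their tests were run.

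Gas5, a non-coding RNA that hosts snoRNAs in its introns, fell from 648 ± 68.8 CPM in TCL1 to 108 ± 2.62 CPM in TCL1-RAB27DKO (n = 3 each, log2 fold change -2.59, edgeR adjusted p = 0.000352) while 20 of 54 snoRNA genes rose. Lgals1, which encodes the immunosuppressive lectin galectin-1, had 651 ± 322 CPM against 242 ± 88.3 and did not pass (log2 fold change 1.43, edgeR adjusted p = 0.0521). Jchain, which joins polymeric immunoglobulins, stood at 10.6 CPM in TCL1 replicate 1, at 220 and 368 CPM in the other TCL1 libraries, and at 15.4 ± 3.08 CPM in TCL1-RAB27DKO (log2 fold change -3.72, edgeR adjusted p = 0.0674). Across 6019 protein-coding genes without shared 3′ sequence, the log2 fold change followed GC content (Spearman rho 0.27 across genes, which are not independent replicates), with a median of -0.30 in the lowest sixth and 0.27 in the highest.

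Processed pseudogenes were lower in TCL1-RAB27DKO, with a median log2 fold change of -2.13. Depth does not account for it, since the median was -2.14 over 278 of them after thinning. Genomic DNA or background priming was weighed with olfactory and vomeronasal receptor genes, whose TCL1 to TCL1-RAB27DKO ratio was 0.82 (18.4 ± 8.61 against 22.4 ± 4.25 CPM). That argues against a general excess of such reads in TCL1, on 41 to 163 receptor counts per library. Priming at the pseudogenes themselves was not tested. A candidate explanation is that reads of source genes were assigned to their copies to a different extent in the 2 genotypes: copy and source counts were correlated over 4609 pairs in TCL1 (rho 0.4, bootstrap 0.38 to 0.43) and in TCL1-RAB27DKO (rho 0.31), which alone does not place the difference in TCL1, and 383 tested copies had a median of -2.31 while their 182 tested sources had a median of 0.42, with 57 higher and 7 lower. Open is why 35 pseudogenes with no shared 3′ sequence also had a median of -1.13, 13 of them lower and 2 higher past the threshold. Library preparation and read processing are not described per genotype in the sources used here, so a batch that followed genotype and the genotype itself cannot be told apart.

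NF-κB and Myc target lists were higher in TCL1-RAB27DKO, with medians of 0.51 and 0.43. Neither was called with an estimated correlation (camera adjusted p = 0.57 and 0.6). At the preset correlation both remained called with a GC-dependent offset (larger camera adjusted p = 0.0017) and over protein-coding genes without shared 3′ sequence (larger camera adjusted p = 0.018). Those calls depend on the preset correlation, so they alone cannot exclude a GC trend or shared reads. Over all alternatives, these fits included, the medians stayed at or above 0.38 for NF-κB and 0.33 for Myc targets. Neither fit thus removed the shift in medians. A response of the leukemic cells to the loss of RAB27 may contribute, as a hypothesis that was not tested. Differences between individual leukemias stay open. NF-κB targets were also called in 3 and Myc targets in 6 of the 9 other splits of the libraries. Those splits mixed the genotypes unevenly and their calls were counted in either direction, so they do not decide this. A batch that followed genotype was not tested, nor was a difference in host or disease course between the genotypes.

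Cd3e and Cd3g were higher in TCL1-RAB27DKO, although the sort selected CD19+ cells. T cells in the sorted fraction would raise their other transcripts too, but 12 other T-cell markers had a median log2 fold change of -1.45 (-2.96 to 0.74), with 0 higher and 2 lower in edgeR, and the receptor constant gene Trac stood at 5.97 ± 1.98 CPM against 5.11 ± 0.674. A change shared by the chromosome 9 segment from Jhy to Cd3e stays open: 4 of 47 other tested genes there were called (8.51%) against 7.96% elsewhere (Fisher's exact p = 0.787), too few to decide. Expression of CD3 genes by the leukemic cells of this genotype may be the origin, as a hypothesis that was not tested.

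The 6 libraries can be divided into 2 groups of 3 in 10 ways, too few for a share under 0.05. Only the real division, 1 of 10, reached 1012 genes past the threshold or 1403 without the fold cutoff, and the highest of the others was 0 in edgeR for both, with 97 to 753 genes at an unadjusted p under 0.05 against 3669. Each other division put libraries of both genotypes in each group. The genotype difference then entered the spread within groups, which lowers such counts. These counts therefore do not measure the strength of the genotype calls. For lists called by camera, 9 of the 10 divisions gave at least 8, and the highest of the others was 15.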
